# Transcriptome of Russet Norkotah and its clonal selection, TXNS278

**DOI:** 10.1186/s13104-018-3254-4

**Published:** 2018-03-01

**Authors:** Julien Levy, Cecilia Tamborindeguy, Giridhar Athrey, Douglas C. Scheuring, Jeffrey W. Koym, J. Creighton Miller

**Keywords:** Russet Norkotah, Clonal selection, RNA-seq, Genomic

## Abstract

**Objectives:**

Potato has a large genetic diversity. This diversity is in part due to somaclonal variability that appears within potato selections for which tubers are used as seeds. However, the potato tetraploid genome, as well as the use of tubers for crop propagation, does not allow for easy genetic studies. The objective is to gain knowledge at the genomic level from standard Russet Norkotah and a subclonal Russet Norkotah selection TXNS278.

**Data description:**

In this report, we used RNA-seq, which allows genome-wide gene expression analysis to sequence the transcriptomes of the subclonal Russet Norkotah selection TXNS278 with standard Russet Norkotah grown in commercial fields. Among the selections, TXNS278 appeared in a multi-year analysis in Texas as a top No 1 yielding variety. Russet Norkotah and TXNS278 leaf and root transcriptomes were sequenced at two time points during growing season.

**Electronic supplementary material:**

The online version of this article (10.1186/s13104-018-3254-4) contains supplementary material, which is available to authorized users.

## Objective

Potato (*Solanum tuberosum* L.) is one of the most important human food crops, and its production is increasing [1]. Potato genetic diversity is partially the consequence of a tetraploid genome, as well as propagation using the potato tubers and not true seeds. This allows the development of new mutations in cultivated populations called somaclonal variations [2]. The cultivar Russet Norkotah (RN) is the 2nd most popular russet in the US [3]. In 1989, the Texas Potato Breeding and Variety Development Program made strain selections to improve the Russet Norkotah cultivar [4]. Strains were first selected for criteria such as large vines (giant hill). After these initial selections, the remainder of the selection cycles were based on tuber type and yield across multiple locations in Texas. By 1998, six clones remained in the program, including the Texas Russet Norkotah Strain 278 (TXNS278).

RN and TXNS278 were grown from 1989 to 2007 for 18 generations in 15 locations in Texas. It was determined that TXNS278 is genetically uniform and stable from generation to generation with no evidence of variants [5, 6].

The objective of this study was to compare differentially expressed genes between RN and TXNS278. Genomic differences resulting from somaclonal selection of potato are difficult to characterize. For instance, to date, no genetic differences have been identified between RN or any other Texas selections including TXNS278 using isozymes, RFLP, and AFLP markers [6].

In this dataset, next-generation sequencing was used to sequence root and leaf transcriptomes of the two potato cultivars at two time points in the growing season. RNAseq is a powerful tool for research, which facilitates identifying differences in gene expression between cultivars in order to gain insight into their genomic and physiological differences.

## Data description

### Plant material for transcriptome analysis

Russet Norkotah and the clonal selection TXNS278 were grown near Springlake, TX as part of the Texas Potato Breeding and Variety Development Program in the summer of 2013. The seeds of Russet Norkotah were obtained from Oregon State University—Klamath Basin Research & Extension Center. The seed of TXNS278 was obtained from Dr. David Holm, Colorado State University at the San Luis Valley Research Center in Colorado. The plots were planted April 1, 2013 from tuber seed obtained from certified seed growers. Tissues were sampled on July 6th (T1, 66 days after planting) and on July 24th (T2, 84 days after planting). Tissues were stored in a tube in RNA*later* Stabilization Solution (Thermo Fischer Scientific, Waltham, MA) and placed on ice in a cooler before transportation to the laboratory, where tissues were frozen upon arrival and stored at − 20 °C. Leaves and roots from different plants within the same plot were sampled independently at both time points. Plots of TXNS278 and RN were separated by two feet.

### RNA extraction

RNA was isolated from individual samples using the Qiagen plant RNeasy kit. DNAse treatment was performed according to manufacturer recommendations (Qiagen, Hilden, Germany). RNA was quantified using an Infinite 200 PRO NanoQuant (Tecan, Mannedorf, Switzerland), and quality was verified by Bioanalyzer (Texas A&M AgriLife Genomics & Bioinformatics Service, College Station, TX).

### RNA sequencing

A total of 24 RNA samples were submitted to the AgriLife Genomics & Bioinformatics Service. After RNA quality evaluation, three independent RNA samples (biological replicates) were pooled. Poly(A) RNA enrichment, library construction, and RNA sequencing from each pool were performed at the AgriLife Genomics & Bioinformatics Service.

One library was made for each potato cultivar (RN and TXNS278) at each time point (T1 and T2) and from each tissue (leaf and root). Therefore, a total of eight libraries were made using the TruSeq Kit (Illumina, San Diego, CA). The sequencing was performed using 100 single-end reads on one lane of the Illumina Hiseq-2000 platform.

The libraries were made publicly available through NCBI and can be found at the following address https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?&acc=GSE87857. A summary of the sequencing results is described in Table 1.

**Table 1:** Overview of data files

Label	Name of data file/data set	File types (file extension)	Data repository and identifier (DOI or accession number)	License
Data file 1	GSM2341973 RN-Leaf-T1	GTF (.gtf.gz)	NCBI GEO (GSM2341973)	N/A
Data file 2	GSM2341974 TXNS278-Leaf-T1	GTF (.gtf.gz)	NCBI GEO (GSM2341974)	N/A
Data file 3	GSM2341975 TXNS278-Leaf-T2	GTF (.gtf.gz)	NCBI GEO (GSM2341975)	N/A
Data file 4	GSM2341976 RN-Root-T1	GTF (.gtf.gz)	NCBI GEO (GSM2341976)	N/A
Data file 5	GSM2341977 TXNS278-Root-T1	GTF (.gtf.gz)	NCBI GEO (GSM2341977)	N/A
Data file 6	GSM2341978 RN-Root-T2	GTF (.gtf.gz)	NCBI GEO (GSM2341978)	N/A
Data file 7	GSM2341979 TXNS278-Root-T2	GTF (.gtf.gz)	NCBI GEO (GSM2341979)	N/A
Data file 8	GSM2982237 RN-Leaf-T2	GTF (.gtf.gz)	NCBI GEO (GSM2982237)	N/A

### Mapping of RN and TXNS278 transcriptomes to the potato genome

Leaf and root samples were collected from a commercial field near Springlake, TX in 2013. 

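Poly(A)-enriched RNA was sequenced from 8 libraries, 1 for each combination of cultivar, tissue and time. RN is the standard cultivar Russet Norkotah and TXNS278 is a clonal selection from it. Leaf and root were sampled at T1 and at T2. Each library was a pool of RNA from 3 plants, so there was 1 library per condition, and a difference between 2 single libraries has no replicate error. All libraries were sequenced in 1 lane, and no other batch is named. Cultivar could not be separated from the plot and the seed source, which also differed between RN and TXNS278.
The authors mapped the reads with TopHat2, and Cufflinks wrote the deposited values as FPKM (fragments scaled to the length of the transcript and to the mapped reads of the library) for each transcript, with a confidence interval. The number of fragments behind the FPKM, computed from coverage and FPKM at a read length of 100 bases, was 14808111 in RN leaf T1, 17895061 in TXNS278 leaf T1, 7183301 in RN leaf T2 and 16273106 in TXNS278 leaf T2. In roots it was 15849798 in RN at T1, 16644260 in TXNS278 at T1, 16169876 in RN at T2 and 19085298 in TXNS278 at T2. This was 1.06 times the mapped reads in each library. FPKM were summed over the reference transcripts of a gene and the assembled transcripts that overlap it, which gave 42188 genes, and were compared as log2(FPKM + 1). Differences shared by several libraries were tested with limma, without RN leaf T2, at an adjusted p under 0.05. The FPKM of short models were inflated. In models of up to 120 bases they were on average 503 times the midpoint of their own confidence interval, and in models of 1000 to 2000 bases 1.03 times.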

Two time points were tested, based on plant development: T1 (full flowering) and T2 (senescing plants).

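In roots of both cultivars, more genes had lower than higher values at T2. In RN roots 645 genes were at least 2-fold higher and 1434 at least 2-fold lower at T2 than at T1, and in TXNS278 roots 548 were higher and 1489 lower. Of these genes, 480 were lower in both cultivars, where 103 would be expected if the 2 pairs were independent, and 107 were higher, where 17.1 would be expected. The expected counts give every gene the same chance of a 2-fold difference. They do not allow for genes that vary more than others, so the excess alone does not show shared changes. In TXNS278 leaves 1999 genes were at least 2-fold higher and 1844 at least 2-fold lower, with a median log2 difference of 0.16 over all genes. With each library rescaled by its median ratio, these leaf counts were 1531 higher and 2160 lower. In the TXNS278 leaf pair and both root pairs together, 18 genes were at least 2-fold higher (1.71 expected) and 52 lower (9.31 expected). In both leaf pairs, with RN leaf T2 used, 284 were higher (76.3 expected) and 928 lower (190 expected). The same limit holds for these expected counts. The correlation of the T2 minus T1 differences across genes was 0.22 between the root pairs and 0.35 between the leaf pairs. Within a tissue, genes thus tended to go the same way in both cultivars, which was not tested.
No gene passed the test across the 3 pairs of TXNS278 leaf, RN root and TXNS278 root (limma with the pair as block, two-sided, 19429 genes). At an unadjusted p under 0.05 there were 971, where chance gives 971, and from 513 to 2105 with 1 pair left out. On simulated data with the spread of these libraries, 200 of the more highly expressed genes were changed. The test called 12% of those changed by 1 log2 unit and 90% of those changed by 2. The lack of calls therefore does not rule out differences of about 2-fold, or differences in genes of low expression. PGSC0003DMT400066200, on chromosome 1 from 83952375 to 83953078, was listed at 0 in these pairs at T1, and at T2 it was at 11.6 FPKM in TXNS278 leaf, 14.7 in RN root and 13.0 in TXNS278 root (log2 difference 3.81, standard error 0.23, adjusted p = 0.53 from limma). At T1 the transcripts assembled over it also spanned a neighbouring gene and were counted there. Counted as 1 locus, the 2 genes had a log2 difference of 0.49 (standard error 0.32, adjusted p = 0.82 from limma). PGSC0003DMT400093197, on chromosome 8 from 49109027 to 49109476, had a log2 difference of -4.68 (standard error 0.48, adjusted p = 0.79 from limma), with T1 values above their own confidence intervals. In the RN leaf pair, outside the test, PGSC0003DMT400066200 was at 10.8 FPKM at T1 and 12.5 at T2, and PGSC0003DMT400093197 went the other way, from 0 at T1 to 40.7 FPKM at T2.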

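The authors' overview of the libraries gives the count of reads after quality control. Leaf libraries had 21060252 (RN T1), 23749646 (TXNS278 T1), 20536389 (RN T2) and 22541682 reads (TXNS278 T2). Root libraries had 22197174 (RN T1), 20818097 (TXNS278 T1), 21705175 (RN T2) and 23770799 reads (TXNS278 T2). The mean was 22047402 ± 1254729 reads (SD, n = 8 libraries) and the total was 176379214.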

Over 176 million reads that passed the quality filters were obtained (Additional file 1: Table S1), with an average of 22 million reads per library. The reads were mapped to the *S. tuberosum* double haploid DMI3.4 genome ensembl19 using Tophat2 in CyVerse (iPlantcollaborative.org). 

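Of the 20536389 reads of RN leaf T2, 6782840 mapped to the genome and 13753549 did not. The mapped share was 33.0%, and 26.5% mapped uniquely. In the other 3 leaf libraries 66.4% (RN T1), 71.1% (TXNS278 T1) and 68.1% (TXNS278 T2) of the reads mapped. In the root libraries 67.4% (RN T1), 75.5% (TXNS278 T1), 70.3% (RN T2) and 75.8% (TXNS278 T2) mapped. The Wilson 95% confidence interval of each share was at most 0.0203 percentage points to either side, which covers counting error only. RN leaf T2 had 48.5% of the mapped reads of the library with the next fewest.

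**Figure D1:**
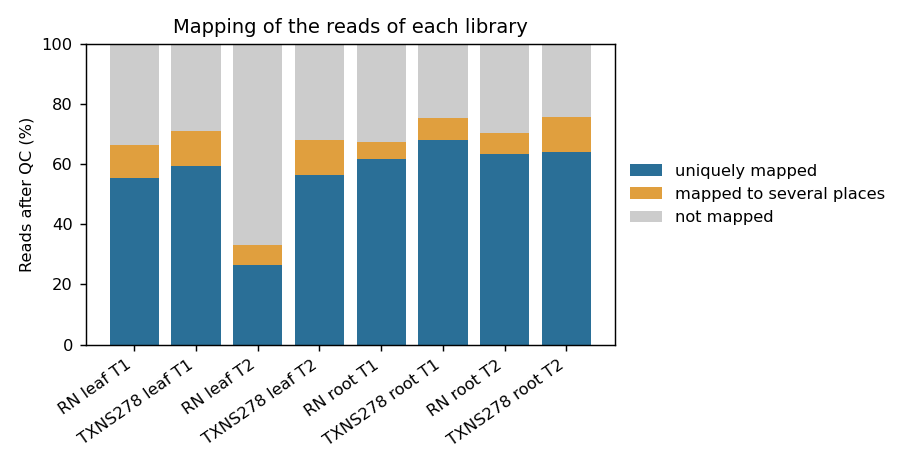
Share of the reads after quality control (vertical axis, %) that mapped uniquely, mapped to several places or did not map, for each of the 8 libraries (horizontal axis). The bar of RN leaf T2 reaches 33.0% mapped and the other 7 reach 66.4% to 75.8%.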

Only 33% of the reads from the library RN-LeafT2 mapped to the potato genome (Table 1 data file 8). After exclusion of this library, a minimum of 66.3% of reads mapped to the potato genome, from which 55 to 68% were uniquely aligned reads (Additional file 1: Table S1). 

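Among the 7 remaining libraries the median mapped share was 70.3%. Uniquely mapped reads were 55.4% (RN T1), 59.4% (TXNS278 T1) and 56.5% (TXNS278 T2) of the reads after quality control in leaf. In root they were 61.8% (RN T1), 67.9% (TXNS278 T1), 63.5% (RN T2) and 64.0% (TXNS278 T2). As a share of the mapped reads alone, uniquely mapped reads were 82.9% to 83.6% in the 3 leaf libraries and 84.5% to 91.6% in the 4 root libraries.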

The samples used for the data file 8 were infected with potato virus and only 33% of the reads matched the potato genome. Consequently these data should be excluded from further analyses. 

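RN leaf T2 still measured most of the genes found in the other leaf libraries. It had 17007 genes of at least 1 FPKM, 95.8% of the median of 17746 in the other 3 leaf libraries. Of the 16038 genes of at least 1 FPKM in all 3 of those, 15549 also reached 1 FPKM in RN leaf T2. Against TXNS278 leaf T2, 413 genes were at least 2-fold higher and 1311 at least 2-fold lower, of 17598 genes compared, with a median log2 difference of -0.13. The confidence intervals of both libraries lay apart for 1370 of these 1724. The correlation of log2 values across genes, which are not independent replicates, was 0.92.
PGSC0003DMG400042313 (chromosome 2, 2123088 to 2124550) was at 3276 FPKM in RN leaf T2 and EPlSTUT00000000004 (chromosome 2, 2117038 to 2124976) at 1565 FPKM, and both were listed at 0 in TXNS278 leaf T2. Both were also listed at 0 in RN leaf T1, TXNS278 leaf T1 and TXNS278 root T2. EPlSTUG00000003332 (chromosome 12, 57909336 to 57909442) and EPlSTUG00000002594 (chromosome 10, 4151704 to 4151812) were listed at 0 in RN leaf T2. In TXNS278 leaf T2 they were at 2339 FPKM (interval 0 to 4.26) and 1103 FPKM (interval 0 to 4.18). The 4 genes are the highest and lowest differences of this pair, and no test was run on 1 library against 1. From the infection with potato virus and the mapped share of 33%, the paper concludes that these data should be left out of further analyses.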

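In every root library a higher share of the reads mapped uniquely than in any leaf library, with RN leaf T2 left out. The mean was 64.3 ± 2.60% (SD, n = 4) in root and 57.1 ± 2.10% (SD, n = 3) in leaf, a difference of 7.22 percentage points. The exact permutation test gave p = 0.057 (two-sided, smaller tail doubled), the smallest p that 4 libraries against 3 allow over 35 splits. Ranked by absolute difference instead, 1 of the 35 splits was as large, an exact p of 0.029. The libraries of 1 tissue stand in for replicates here, so cultivar and time add to the spread. The share of reads that mapped at all was 72.3 ± 4.08% in root (SD, n = 4) and 68.5 ± 2.40% in leaf (SD, n = 3), and these ranges overlapped (exact permutation p = 0.29, two-sided).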

Interestingly, a higher percentage of unique mapped reads were obtained from the root libraries (62–67%). This difference might be related to higher rRNA levels in leaves than in roots in spite of the mRNA enrichment.

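Reads that mapped to several places were a larger share of the mapped reads in leaf than in root. They were 16.6% in RN leaf T1, 16.4% in TXNS278 leaf T1 and 17.1% in TXNS278 leaf T2. In root they were 8.36% in RN T1, 9.98% in TXNS278 T1, 9.65% in RN T2 and 15.5% in TXNS278 T2. The means were 16.7 ± 0.345% (SD, n = 3) in leaf and 10.9 ± 3.19% (SD, n = 4) in root (exact permutation p = 0.057, two-sided, the smallest that the 35 splits allow). TXNS278 root T2 was closer to the leaf libraries than to the other root libraries. As a share of all reads after quality control, leaf had 11.5 ± 0.376% and root 7.93 ± 2.68%, and the ranges overlapped (exact permutation p = 0.23, two-sided).
The expression files do not give the class of a gene, so the level of rRNA was not computed. Gene models with IDs that begin with EPl, the prefix of 3551 of the genes, took an estimated 1.36 ± 0.295% (SD, n = 3) of the fragments in leaf and 0.815 ± 0.10% (SD, n = 4) in root. The exact permutation test gave p = 0.057 (two-sided). The higher share in leaf came from 1 model, and without it these models took 0.468 ± 0.197% (SD, n = 3) in leaf and 0.809 ± 0.103% (SD, n = 4) in root (exact permutation p = 0.057, two-sided). The class of these models is not known. EPlSTUT00000000004, EPlSTUT00000000470 and EPlSTUT00000000555 were listed at 0 in the 3 leaf libraries and TXNS278 root T2, and at 60.6 to 259 FPKM in the other roots. Values written as 0 could thus lower the leaf share, so its direction without the 1 model stays open. The model behind the higher leaf share, EPlSTUG00000003166, was chosen after its values were seen. It has 1488 bases and lies from 1328663 to 1330150 on the sequence named 00. It was at 5880 ± 1816 FPKM (SD, n = 3) in leaf and 35.2 ± 20.3 FPKM (SD, n = 4) in root. From the lower share of unique reads in leaf, the paper proposes that the difference might be related to more rRNA in leaves.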

### Limitation

The libraries were sequenced on pooled samples from three biological replicates; this reduced the cost of sequencing multiple samples, but limited the statistical power of the analysis. Nevertheless, several studies have been published using pooled samples, and different software has been designed to analyze pooled samples. This sequencing provides valuable RNAseq data of Russet Norkotah genes for future sequencing of cultivated potato species and annotation of genes and transcripts.

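TXNS278 and RN differed by at least 2-fold in 1416 to 2325 genes in each single pair of libraries, but few of these differences were shared by all 3 pairs tested. TXNS278 was higher in 905 and lower in 938 genes in leaf T1 (1095 and 790 with median-ratio scaling), higher in 861 and lower in 555 in root T1, and higher in 1179 and lower in 1146 in root T2. In all 3 pairs 8 genes were at least 2-fold higher in TXNS278, where 2.15 would be expected if the pairs were independent, and 19 were lower, where 1.41 would be expected. With genes that assembled transcripts join counted as 1 locus, these were 5 and 16. In both root pairs 272 genes were higher (50.2 expected) and 167 lower (29.2 expected). In leaf T1 and root T1 53 were higher (34.9 expected) and 57 lower (24.7 expected), and in leaf T1 and root T2 55 (51.0 expected) and 78 (53.1 expected). In leaf T1 and leaf T2, which has the low RN library, they were 92 (55.2 expected) and 68 (20.0 expected). The correlation of the differences across genes was 0.21 between the root pairs, -0.10 and -0.12 between leaf T1 and each root pair and -0.14 between the leaf pairs. The expected counts give every gene the same chance of a 2-fold difference and do not allow for genes that vary more than others. The gene counts passed them even where the correlation was negative, so the excess alone does not show shared differences.
PGSC0003DMG400002582 had the largest difference in favour of TXNS278 that was shared by the 3 pairs. It lies on chromosome 3 from 60990840 to 60995358 and its model has 7 exons. In TXNS278 it was at 4.30 FPKM in leaf T1, 8.51 in root T1 and 9.05 in root T2, and in RN at 0.213, 0.109 and 0.293 FPKM. The mean log2 difference was 2.73 (standard error 0.28, adjusted p = 0.98 from limma). In leaf T2, outside the test, it was at 4.95 FPKM in TXNS278 and 0.0784 FPKM in RN. PGSC0003DMT400058642, on chromosome 1 from 506323 to 508020, had a log2 difference of 1.90 (standard error 0.32, adjusted p = 0.98 from limma), and its values in TXNS278 at T1 came from assembled transcripts alone. EPlSTUG00000000383, a model of 132 bases on chromosome 12 from 38656901 to 38657032, had a log2 difference of -5.77 (standard error 0.26, adjusted p = 0.37 from limma), with RN values above their own intervals. In leaf T2 these differences were not repeated: PGSC0003DMT400058642 was at 0.109 FPKM in TXNS278 and 0.214 FPKM in RN, and EPlSTUG00000000383 at 42.1 FPKM in TXNS278 and 0 in RN. PGSC0003DMG400026221, on chromosome 8 from 51064955 to 51067304, had lower values in TXNS278 (log2 difference -2.73, standard error 0.36, adjusted p = 0.98 from limma). In RN it was at 4.40 FPKM in leaf T1, 107 in root T1 and 17.1 in root T2, and in TXNS278 at 0.102, 22.4 and 0.416 FPKM. In leaf T2 it was at 1.09 FPKM in RN and 0 in TXNS278.
None of 19392 genes passed the test over the 3 pairs (limma with the pair as block, two-sided), and 680 had an unadjusted p under 0.05, where chance gives 970. This count was 1662 without the leaf T1 pair, 389 without the root T1 pair and 429 without the root T2 pair. On simulated data with the same libraries and spread, the test called 30% of genes changed by 1 log2 unit, 88% of those changed by 2 and 98% of those changed by 4. The 200 changed genes were drawn from the more highly expressed genes, at a level that PGSC0003DMG400002582 does not reach. These shares do not hold for genes of low expression. They also need as many genes to change at once, since the adjustment for multiple tests is stricter where few genes differ. The lack of calls therefore does not rule out differences in genes of low expression, or in a few genes at any level.

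**Figure D2:**
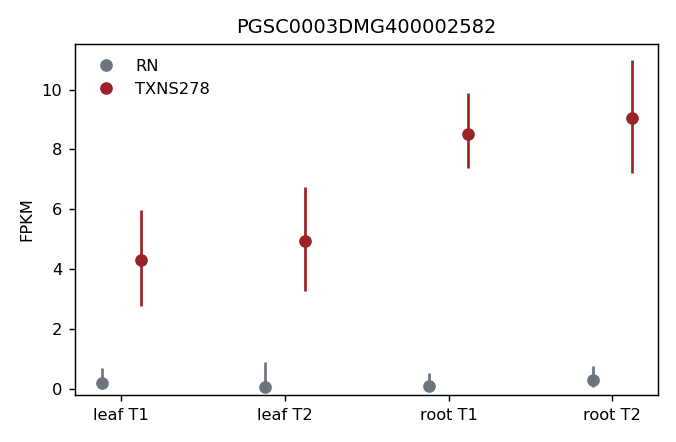
FPKM of PGSC0003DMG400002582 (vertical axis) in each tissue and time (horizontal axis) for RN (grey) and TXNS278 (red). Points are single libraries and lines are the confidence intervals written by Cufflinks; the 4 TXNS278 points lie between 4.30 and 9.05 FPKM and the 4 RN points between 0.0784 and 0.293 FPKM.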

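Of the 42188 reference genes, 21920 reached 1 FPKM in at least 1 library and 13677 in all 8. Each library also held transcripts that Cufflinks assembled beside the reference. Of at least 1 FPKM these were 12628 in RN leaf T1, 12789 in TXNS278 leaf T1, 10363 in RN leaf T2 and 12813 in TXNS278 leaf T2. In root they were 14325 in RN T1, 13624 in TXNS278 T1, 12689 in RN T2 and 13003 in TXNS278 T2. Between 5303 and 7887 per library lay outside the reference genes, with an estimated 8.01% to 11.8% of the fragments.
Assembled transcripts with introns were matched between libraries by their exact intron positions. Of 42862 distinct intron chains, 29949 (69.9%) were found in 1 library and 997 in all 8. Outside the reference genes there were 16436 chains, of which 626 were in all 8 libraries. There 134 chains were in all 4 root libraries and in no leaf library, and 63 in all 4 leaf libraries and in no root library. In all 4 TXNS278 libraries and no RN library there were 5, and in all 4 RN libraries and no TXNS278 library 6. For groupings of 4 libraries that do not follow tissue, the median was 5.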

## Additional file

**Additional file 1: Table S1.** Overview of the mapping results.

## Abbreviations

RN: Russet Norkotah
TXNS278: Texas Russet Norkotah Strain 278

How the deposited data were processed for this re-analysis (not part of the article)

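Expression was measured in leaf and root of RN and TXNS278 at T1 and T2, in 8 libraries that each pooled 3 plants. The authors deposited 2 kinds of values. The first is an overview with the count of reads after quality control, mapped reads and uniquely mapped reads per library. Beside them the authors deposited each share as a fraction, made by dividing mapped or uniquely mapped reads by the reads after quality control, under a heading in percent. The shares used here were computed from the counts as percent. The second is FPKM per transcript, with coverage and a confidence interval, deposited for each library in the layout of Cufflinks. The authors name FastQC and TopHat2 and the potato DMI3.4 genome. The paper's text does not name the version or options of Cufflinks or the handling of reads that map to several places. FPKM are already scaled by the authors to the mapped reads of each library, so no raw counts per gene were at hand and count models were not used.

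Transcripts were assigned to genes by their gene ID in any library. The 6206 genes without one were built from reference transcripts that overlap on the same strand. Each assembled transcript was counted with 1 gene, the one it overlaps most, and genes with a mean of at least 1 FPKM were kept. Log2(FPKM + 1) was fitted in limma 3.58.1 (R 4.3.3) with a trend in the variance, two-sided tests and Benjamini-Hochberg adjustment. Leaf was compared with root over 3 and 4 libraries. TXNS278 was compared with RN, and T2 with T1, over 3 pairs with the pair as block. RN leaf T2 was left out of these fits, as the paper asks, and was described without a test against TXNS278 leaf T2. The fits were tested on simulated data with the spread of these libraries, in which 200 of the more highly expressed genes were changed. With 1 library per condition the spread includes plants, plots and the factors not compared. Read shares were compared by exact permutation tests in SciPy 1.17.1. The exact p was first counted by absolute difference and later taken as the doubled smaller tail, after the first value had been seen. Tables were made with Python 3.11.15, NumPy 2.4.6 and pandas 2.3.3, and plots with matplotlib 3.10.9.

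Precision is set by depth, which was lowest in RN leaf T2, and by the length of the model. Between 8.34% and 17.0% of the transcripts above 1 FPKM had an FPKM outside their own interval. In models under 200 bases, which held 28.8% to 50.6% of the summed FPKM, values far above the interval were common.

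The fits, the rule for named genes and the alternatives were set before the data were examined, apart from those said here to be added later. By that rule, without a table that names the genes, up to 2 of the highest and 2 of the lowest differences were named by their IDs in each limma fit and in RN leaf T2 against TXNS278 leaf T2, in the order of the smallest difference over the pairs where no gene was called. The alternatives for the fits were another pseudocount (0.1), no filter, median-ratio and TPM scaling, reference transcripts only, limma without trend, cultivar and time as covariates, RN leaf T2 included, and each library or pair left out. Models of at least 300 bases, interval midpoints in place of FPKM, and 41209 loci in which genes joined by an assembled transcript count as 1 were added after seeing the data.

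The 24 gene lists planned for photosynthesis, senescence, defence, transport and other functions were left out. The names at hand come from another annotation, and 0 of its IDs matched the gene IDs here. The planned comparison of rRNA genes was left out for the same reason. The reads of potato virus were not analysed here.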

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

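The tests on models listed at 0 and on other groupings for PGSC0003DMG400002582 were chosen only after the result was seen. In groups of 4 libraries of 1 tissue, a library stood apart where its gap to the nearest of the other 3, over the range of the group, passed Dixon's 95% critical value. Of 18 groups 5 met this, where chance gives about 1 in 20. The measures are related to each other and most of the 5 came from RN leaf T2, so they are not separate results. RN leaf T2 stood apart in mapped reads (33.0%), uniquely mapped reads (26.5%) and assembled transcripts of at least 1 FPKM (10363). It also did so in the fragments accounted for by reference and assembled models (86.3% of the total behind the FPKM). This share was estimated from interval midpoints and model lengths, so it can pass the whole total. TXNS278 root T2 did so in the last measure (93.9%, the other roots 100.1% to 101.0%).

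Another signal that the paper does not report was in 4 gene models on chromosomes 2 and 3. They were listed at 0 in RN leaf T1, TXNS278 leaf T1, TXNS278 leaf T2 and TXNS278 root T2, and at 60.6 to 3276 FPKM in RN leaf T2 and the other 3 root libraries. Cultivar and time leave at least 2 libraries misplaced, which argues against each of them alone, and models that follow tissue were left out of this choice. The 4 libraries at 0 have the highest totals of reads that map to several places, at 1.48 times the highest of the others or more. As a share of mapped reads, RN leaf T2, which is not at 0, was higher (19.7%) than these 4 (15.5% to 17.1%). From the totals, a candidate explanation is that loci with very many reads were written as 0 when the authors' values were made. Of 17 models within 100 kb that were above 0 in any of the other 4 libraries, 12 (70.6%) were at 0 in all 4 libraries, against 3.73% of 25428 other genes. This lay between the bounds set for whole stretches at 0 and for single models, so these cannot be told apart, and a biological difference between the libraries was not tested further.

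RN leaf T2 correlated more with the root libraries (mean 0.570 across genes) than the other leaf libraries did (0.517 to 0.551). With the other leaf libraries thinned at random to its depth, their correlation did not rise (changes of -0.000649 to -0.000430). Random thinning adds counting noise, which tends to lower a correlation, so a rise was unlikely from the start. The result shows only that random loss of fragments did not raise the correlation with root. Values listed at 0 stayed at 0 in the thinning, so an effect of depth on how the authors' values were made stays open. Root RNA in the leaf sample would bring the abundant root genes with it. The median of 20 such genes in RN leaf T2 was 0.163% of their mean in root, against 0.0784% to 0.143% in the other leaf libraries, which argues against it. The mean FPKM of the 20 in RN leaf T2 was 15.7% of their mean FPKM in root, raised by a model of 79 bases at 1197 FPKM. Without that model it was 0.176% (0.0914% to 0.152% in the others). Of the 20 genes, 4 reached 1 FPKM, which the choice of genes ruled out in the other leaf libraries. TXNS278 leaf T2 (0.551) was also above both leaf libraries of T1, so time and the state of the infected plants stay open and were not tested.

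PGSC0003DMG400002582 was higher in every TXNS278 library than in every RN library, and its lowest TXNS278 value was 14.7 times its highest RN value. The gap between the groups was 2.03 on the log2 scale. In 17 of 34 splits of the 8 libraries into 4 and 4 that do not follow tissue, the real one included, a gene of at least 300 bases had a gap as large, and the highest other was 8.19. With genes joined by assembled transcripts counted as 1 locus it was 6 of 34, so chance among many genes is not excluded. Its 20 expressed neighbours shared a difference of no more than 0.000474 in the same direction in the 3 pairs, which argues against a change of the whole neighbourhood. A difference between the cultivars stays open, and plot and seed source differ in the same way.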

How the results depend on the processing

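Models of at least 300 bases, interval midpoints and joined loci were chosen after seeing the data. Of 62 alternatives over the summary results, 61 kept the direction and the side of the threshold, or stayed within 1.5 times the count. The exception was root minus leaf in unique reads, which was 14.9 points with RN leaf T2 (exact permutation p = 0.029, two-sided) because the larger groups allow a smaller p and the library is low. Without each library in turn it was 6.02 to 8.39 points, where this p (smaller tail doubled) cannot fall under 0.10. These alternatives could therefore not change the side of the threshold. Genes differing between leaf and root numbered 9518 to 12877, and 9872 to 11784 without each library. Their direction, which is not among the 62, depended on scaling. In the main fit 4033 were higher and 7854 lower in leaf, and with median-ratio scaling 5254 were higher and 4968 lower. For TXNS278 against RN and for T2 against T1 limma called 0 genes under every alternative. For T2 against T1 some alternatives came close to the threshold. The smallest adjusted p from limma was 0.052 without the RN root pair, 0.053 without the TXNS278 leaf pair and 0.057 with RN leaf T2. In the main fit of T2 against T1 it was 0.53. At an unadjusted p under 0.05 these 2 comparisons had 389 to 1662 and 513 to 2105 genes, the highest without the leaf T1 and the TXNS278 leaf pair. RN leaf T2 had 21056 genes of at least 0.1 FPKM and 12051 of at least 5 FPKM. Its genes differing from TXNS278 leaf T2 numbered 1505 to 2408. The alternatives for the gene lists and for rRNA were not run, since these were not computed.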

Differences from the paper's values

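Of the values that the paper states and that were computed here, none differed from the paper's by more than 1.5 times. Uniquely mapped reads were taken here as a share of all reads after quality control. The bound is wide for such shares. For the highest root share the paper gives 67%, where 67.9% was computed (TXNS278 root T1), and its range over the 7 libraries ends at 68%. The paper's wording also allows uniquely mapped reads as a share of the mapped reads. Taken so, the lowest of the 7 libraries was 82.9%, more than 1.5 times the paper's 55%. The paper's times of sampling are 66 and 84 days after planting. The planting and sampling dates that the paper states give 96 and 114 days, with 18 days between T1 and T2 in both.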

Other observations

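The test of whole chromosomes was chosen only after the result was seen. Leaf and root, which the paper does not compare by gene, differed in most genes. Of 19453 genes, 11887 differed at an adjusted p under 0.05 (limma, 3 leaf and 4 root libraries), and 4033 of them were higher and 7854 lower in leaf. The median log2 difference of all genes was -0.40, so the balance of directions moves with the scaling. Of the genes called, 918 were at least 10-fold higher in leaf and 542 at least 10-fold higher in root. In 12136 genes (62.4%) the groups did not overlap, where chance gives 5.71%. Only 1 of 35 splits, the real one, called as many, and the highest of the others called 26. The other splits mix the tissues, so the tissue difference adds to their spread. As 1 of 35 is the smallest share possible, this count alone does not exclude chance.

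PGSC0003DMT400092049, on chromosome 4 from 71247815 to 71248327, was at 4425 ± 1830 FPKM (SD, n = 3) in leaf and 1.16 ± 2.33 FPKM (SD, n = 4) in root (log2 difference 11.41, adjusted p = 9.00e-06 from limma). With assembled transcripts at the same place counted too, the log2 difference was 9.15. PGSC0003DMG400033693, on chromosome 3 from 45373076 to 45375604, was at 3229 ± 2158 FPKM (SD, n = 3) in leaf and 1.20 ± 0.410 FPKM (SD, n = 4) in root. PGSC0003DMG400027000, on chromosome 6 from 54083416 to 54090490, was at 1.65 ± 1.06 FPKM (SD, n = 3) in leaf and 1664 ± 403 FPKM (SD, n = 4) in root (log2 difference -9.36, adjusted p = 8.59e-07 from limma), where the root values came from assembled transcripts. EPlSTUG00000004892, a model of 79 bases on chromosome 4, was listed at 0 in the 3 leaf libraries and was at 1291 ± 498 FPKM (SD, n = 4) in root, all in assembled transcripts over it. In RN leaf T2, outside the test, it was at 1197 FPKM, so zeros written when the authors' values were made are not excluded.

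Somaclonal selections can differ in the copy number of chromosomes or segments, and the hypothesis was tested that TXNS278 differs from RN in this way. In a tetraploid, loss of 1 of 4 copies would give a difference of -0.42 log2 units if expression followed copy number. Over 12991 genes, no chromosome had an absolute median difference above 0.0260 in any of the 3 pairs, which argues against a change of a whole chromosome. In windows of 30 adjacent genes, the largest difference in the same direction in all 3 pairs was 0.152 log2 units, under the bound of 0.2 set for a segment. It was on chromosome 3 from 32979550 to 35554613, with medians of -0.15, -0.18 and -0.20 in leaf T1, root T1 and root T2 and -0.09 in leaf T2, which was not used to choose it. In 7 of 200 shuffles of gene order (3.5%) a window was as large, and the median of the largest in each shuffle was 0.116. The window was thus larger than shuffled order usually gave, and a shared difference there below the bound stays open. Smaller segments, or buffered expression, stay open.

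For TXNS278 against RN and for T2 against T1, the 6 libraries make 10 splits, too few for a share under 0.05. The real value was 0 genes in both, and the highest other was 10 and 95. The 95 genes came from a split that parts the TXNS278 leaf pair alone, and the 10 from a split that parts the leaf T1 pair alone. Each sets 1 library against 1, with the spread taken from the root pairs. The splits that part every pair, as the real split does, called 0 genes.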
